# Exosome-mediated microRNA signaling from breast cancer cells is altered by the anti-angiogenesis agent docosahexaenoic acid (DHA)

**DOI:** 10.1186/s12943-015-0400-7

**Published:** 2015-07-16

**Authors:** Bethany N. Hannafon, Karla J. Carpenter, William L. Berry, Ralf Janknecht, William C. Dooley, Wei-Qun Ding

## Abstract

**Background:**

Docosahexaenoic acid (DHA) is a natural compound with anticancer and anti-angiogenesis activity that is currently under investigation as both a preventative agent and an adjuvant to breast cancer therapy. However, the precise mechanisms of DHA’s anticancer activities are unclear. It is understood that the intercommunication between cancer cells and their microenvironment is essential to tumor angiogenesis. Exosomes are extracellular vesicles that are important mediators of intercellular communication and play a role in promoting angiogenesis. However, very little is known about the contribution of breast cancer exosomes to tumor angiogenesis or whether exosomes can mediate DHA’s anticancer action.

**Results:**

Exosomes were collected from MCF7 and MDA-MB-231 breast cancer cells after treatment with DHA. We observed an increase in exosome secretion and exosome microRNA contents from the DHA-treated cells. The expression of 83 microRNAs in the MCF7 exosomes was altered by DHA (>2-fold). The most abundant exosome microRNAs (let-7a, miR-23b, miR-27a/b, miR-21, let-7, and miR-320b) are known to have anti-cancer and/or anti-angiogenic activity. These microRNAs were also increased by DHA treatment in the exosomes from other breast cancer lines (MDA-MB-231, ZR751 and BT20), but not in exosomes from normal breast cells (MCF10A). When DHA-treated MCF7 cells were co-cultured with or their exosomes were directly applied to endothelial cell cultures, we observed an increase in the expression of these microRNAs in the endothelial cells. Furthermore, overexpression of miR-23b and miR-320b in endothelial cells decreased the expression of their pro-angiogenic target genes (PLAU, AMOTL1, NRP1 and ETS2) and significantly inhibited tube formation by endothelial cells, suggesting that the microRNAs transferred by exosomes mediate DHA’s anti-angiogenic action. These effects could be reversed by knockdown of the Rab GTPase, Rab27A, which controls exosome release.

**Conclusions:**

We conclude that DHA alters breast cancer exosome secretion and microRNA contents, which leads to the inhibition of angiogenesis. Our data demonstrate that breast cancer exosome signaling can be targeted to inhibit tumor angiogenesis and provide new insight into DHA’s anticancer action, further supporting its use in cancer therapy.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12943-015-0400-7) contains supplementary material, which is available to authorized users.

## Background

Docosahexaenoic acid (DHA, 22:6) is a long-chain omega-3 polyunsaturated fatty acid and the main component of dietary fish oil that has many health benefits, including anticancer activity [1, 2]. The anticancer properties of DHA have been demonstrated both *in vitro* [3, 4] and *in vivo* [5–7]. Importantly, DHA is cytotoxic to tumor cells, with little or no effects on normal cells [3, 8]. Currently, several clinical trials are evaluating DHA supplementation for breast cancer therapy and management (clinicaltrials.gov). These studies underline the potential value of DHA as both a safe preventative agent and as an adjuvant to therapy.

One of the reported anticancer mechanisms of DHA is the ability to suppress tumor angiogenesis. For example, a DHA-supplemented diet suppresses tumor angiogenesis as measured by microvessel counts in a breast cancer nude mouse model [9] and this observation was confirmed in a murine mammary tumor model also fed a fish oil diet [10]. The anti-angiogenic activity of DHA is also described in a human colon cancer model system [11], a fibrosarcoma implantation model in Fischer 344 rats [12], and in human umbilical cord vein endothelial cells [13]. The cellular mechanisms of how DHA suppresses tumor angiogenesis remain unclear. Traditionally, vascular endothelial growth factor (VEGF), which is secreted from cancer cells in response to hypoxia, is considered the key regulator of tumor angiogenesis and current strategies to inhibit tumor angiogenesis are primarily focused on targeting the VEGF pathway [14]. However, recent studies have demonstrated that other cellular signaling molecules, such as exosomes, also mediate tumor angiogenesis [15–17].

Exosomes are small (50–100 nm) vesicles that have recently been recognized as important mediators of intercellular communication. They carry lipids, proteins, mRNAs and microRNAs that can be transferred to a recipient cell [18, 19]. Tumor cells have been shown to secrete exosomes in greater amounts than normal cells [20], thus allowing the transfer of tumor-associated signaling molecules to surrounding cells [21–23]. Importantly, the microRNAs in secreted exosomes can be transferred to a recipient cell where they affect post-transcriptional gene regulation [24]. Cancer cell-derived microRNAs can be transferred via exosomes to endothelial cells where they induce pro-angiogenic effects [15, 16]. These studies underline the role tumor-derived exosomes can play in the tumor microenvironment and in promoting tumor angiogenesis. However, very little is known about the contents and secretion of breast cancer exosomes or ways to manipulate or reduce their influence on cancer progression. In this study we sought to determine how DHA might alter the secretion and contents of breast cancer exosomes thereby suppressing tumor angiogenesis and progression, which may lead to a better understanding of breast cancer biology and novel strategies targeting intercellular communication for breast cancer therapy.

## Results

### DHA increases the small RNA contents of breast cancer exosomes

Human breast cancer MCF7 and MDA-MB-231 cells were grown in cell culture medium supplemented with exosome-depleted serum for 3 days and treated with 100 μM DHA for 24 h. Whole exosomes were collected from the conditioned medium of DHA-treated and untreated MCF7 cells. The exosomes were fixed and negatively stained for visualization by electron microscopy. We found exosomes of the typical ~100 nm diameter in both samples (Fig. 1a), (MDA-MB-231 exosomes not shown). The isolated exosomes had detectable CD63 expression, a well-established marker for exosomes, by immunogold labeling and imaging by electron microscopy (Fig. 1b) and by western blot (Fig. 1c). Total RNA was isolated from the exosomes and a RNA profile was generated. We found that the RNA isolated from the MCF7 exosomes was primarily small RNA of less than 1,000 nt and typically absent of ribosomal RNA as compared to the total cellular RNA (Fig. 1d). These observations are similar to previous reports [25, 26]. However, in the DHA treated exosome RNA sample we observed an increase in the small RNA content of <200 nt (see Fig. 1d, lower right panel). These results indicate that DHA increases the small RNA content of breast cancer exosomes.

**Fig. 1:**
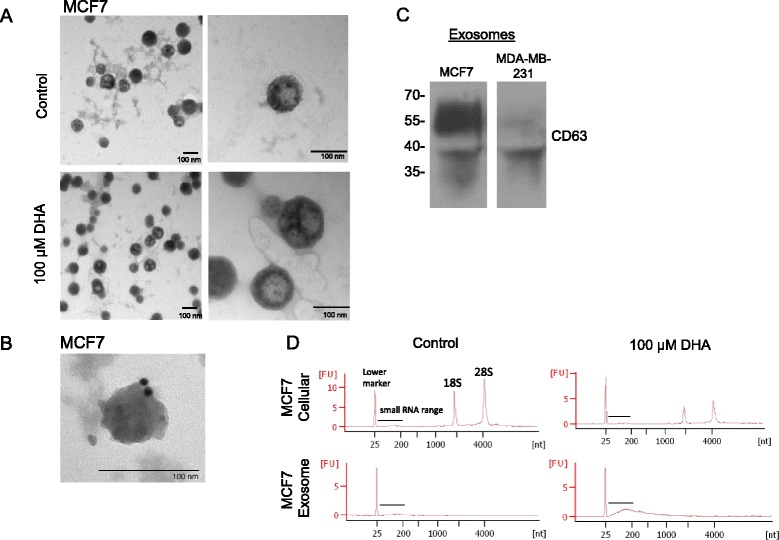
Isolation and molecular characterization of exosomes shed from breast cancer cells. **a** Exosomes were isolated from the conditioned media of control or treated MCF7 cells (100 μM DHA for 24 h) using the Exoquick Reagent, fixed, whole-mounted on coated Formvar grids, negatively stained and visualized by electron microscopy (Hitachi H-7600). Left column, 40,000×; right column 100,000×. Images are representative of three experiments. **b** Immunogold labeling and electron microscopy of human CD63 (10 nM gold particles) on exosomes isolated from MCF7 cells (100,000×). **c** Western blot analysis of the exosome marker CD63 (30–60 kDa) in exosomes shed from MCF7 and MDA-MB-231 cells. Exosome lysates were run under non-reducing conditions. **d** RNA Agilent Bioanalyzer profile of total RNA extracted from control and DHA treated MCF7 cells and their purified exosomes. The peak at 25 nt is a lower marker standard and is indicated on the upper left image. In the exosome preparations the RNA is predominantly <1,000 nucleotides in length, with a large peak noted in the small RNA range of the DHA-treated exosomes and the 28S and 18S ribosomal subunit RNAs (as indicated on upper left image) are notably absent from both treated and untreated exosome preparations

### DHA increases microRNA levels in breast cancer cells and exosomes

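Small RNA was sequenced from MCF7 cells, an estrogen receptor-positive breast cancer line, and from the exosomes in their medium. The cells were studied after 24 h with 100 µM of the omega-3 fatty acid docosahexaenoic acid (DHA) and without it. The controls are labelled untreated, and the paper's methods state that control cells received vehicle buffer. Exosomes are small vesicles that cells release, and microRNAs are small RNAs that repress messenger RNAs. Both arms of a microRNA hairpin can give a mature microRNA, and the arms are named -5p and -3p. There was 1 library for each of the 4 groups, so no difference below has a replicate check, and each test compares the reads of a pair of libraries, not the conditions. The authors deposited a count of reads for each mature microRNA entry, and 457 entries had at least 1 read in at least 1 library. The reads assigned to microRNAs were 1194832 in control cells, 1191463 in DHA cells, 12988 in control exosomes and 18897 in DHA exosomes. Additional file 1 of the paper also gives RPM, the reads scaled to the library total, from which library totals of 2383672, 2341564, 1015783 and 657461 reads follow in the same order. By these totals, microRNAs took 50.1% of the reads of control cells and 50.9% of those of DHA cells. They took 1.28% of the reads of control exosomes (exact Clopper-Pearson 95% confidence interval 1.26% to 1.30%) and 2.87% of those of DHA exosomes (2.83% to 2.91%), a 2.25-fold larger share. The authors mapped the reads to the human genome (hg18), intersected them with the mature microRNAs of miRBase in GeneSifter and normalized them to the mapped reads. How reads that match several microRNAs were counted, and to which number of mapped reads the values were scaled, is not given in the sources used here. Reads counted at more than 1 microRNA would raise the sums and shares above. In the authors' deposited pairwise tables, 1 read is worth 1.23 normalized reads in control cells, 1.30 in DHA cells, 5.55 in control exosomes and 10.9 in DHA exosomes. They were recovered from 848 values of these tables above 0 reads, which are whole reads to within 1.7e-06 once divided by the value of 1 read. A read of the DHA exosome library thus counts 1.96 times as much as a read of the control exosome library. From there, the reads of each pair of libraries were compared by an exact conditional binomial test, two-sided, with the authors' normalization as the exposure and p-values adjusted by the method of Benjamini and Hochberg over the microRNAs tested. Each ratio has an exact 95% interval. Reads multiplied by PCR are not independent molecules, so the intervals cover counting error only. MicroRNAs are said to rise, fall or differ only where the adjusted p lies under 0.05.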

To further determine if DHA increases the small RNA content of breast cancer secreted exosomes, a small RNA library was prepared from equal quantities of total RNA isolated from the DHA-treated and untreated MCF7 exosomes and cells. The resulting cDNA library was sequenced and the reads were mapped onto the human genome (Build 36, Mar 2006) and intersected with known mature microRNAs (mirBase, v13; www.mirbase.org). 

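The let-7 family, which represses RAS and HMGA2, and miR-21, which represses the tumor suppressors PTEN and PDCD4, led the reads of MCF7 cells. The 5 most read microRNAs were let-7a-5p, miR-21-5p, let-7f-5p, miR-27b-3p and miR-27a-3p in both cell libraries, and they held 64.8% of the microRNA reads in control cells and 64.6% in DHA cells. In control exosomes the 5 most read were miR-21-5p, miR-99b-5p, let-7a-5p, miR-1246 and miR-27b-3p, with 46.5% of the microRNA reads. In DHA exosomes miR-27a-3p stood among the 5 in place of miR-1246, and they held 49.8%. All 9 members of the let-7 family had reads in all 4 libraries. The muscle microRNAs miR-133a, miR-133b and miR-206 and the brain microRNA miR-124-3p had 0 reads in every library, and miR-9-5p, a microRNA of the nervous system, had 456 reads in control cells, 321 in DHA cells and 0 in either exosome library. A count of 0 allows up to 3 reads, which is 3.69 normalized reads in control cells, 3.91 in DHA cells, 16.7 in control exosomes and 32.6 in DHA exosomes.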

Overall, DHA treatment increased the number of mature microRNAs detected in the MCF7 cells and exosomes. 

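Control cells held 397 microRNA entries with at least 1 read and DHA cells held 422, and 373 were read in both. The 49 entries read in DHA cells alone had at most 4 reads, the number of miR-548h-5p, a member of a family that arose from a transposable element in primates. The 24 entries read in control cells alone had at most 7 reads, the number of miR-548f of the same family, and miR-1, a microRNA of muscle, had 4 reads in control cells and 0 in DHA cells. Of the 49 entries, 43 had 1 or 2 reads, and of the 24, 20 did. The count of entries is a plain tally with no test. With the microRNA reads of control cells thinned to the number in DHA cells, the mean over 1000 draws was 396.92 entries (SD over draws 0.286). At a minimum of 5 reads the order turned, with 319 entries in control cells and 314 in DHA cells, and at 10 reads the numbers were 260 and 264.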

In the cells, 387 microRNAs were detected (at least 1 read) in control MCF7 cells versus 412 detected in the DHA-treated MCF7 cells (increase of 25 microRNAs). 

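Exosomes held fewer microRNAs than cells at their lower depth, 204 entries with at least 1 read without DHA and 216 with DHA, of which 175 were read in both. The entries read in DHA exosomes alone were led by miR-215, a relative of miR-192 that p53 induces, and by let-7b-3p, the less abundant arm of let-7b, with 4 reads each. Those read in control exosomes alone were led by miR-550a-5p with 6 reads and miR-199a-5p, a microRNA abundant in stromal cells, with 4 reads. DHA exosomes alone held 41 entries, 36 of them with at most 2 reads, and control exosomes alone held 29, 27 of them with at most 2 reads. With the DHA exosome library thinned to 12988 microRNA reads, the number in the control exosome library, it held a mean of 196.71 entries (SD over 1000 draws 3.80), a difference of -7.29 from the control exosomes in place of 12. At a minimum of 10 reads, 84 entries remained in control exosomes and 98 in DHA exosomes.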

In the exosomes, 196 microRNAs were detected in the control exosomes versus 209 detected in the DHA-treated exosomes (increase of 13 microRNAs) (Additional file 1). These results are consistent with the increase in small RNA content observed in the RNA profile (Fig. 1d). 

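In MCF7 cells treated with DHA, miR-7-5p, which represses the epidermal growth factor receptor, fell from 8492 to 2939 reads, a ratio of 0.366 (exact 95% interval 0.351 to 0.382). The less read arm of the miR-21 hairpin, miR-21-3p, fell from 10839 to 5069 reads, a ratio of 0.495 (0.479 to 0.512), while the more read arm miR-21-5p had a ratio of 0.931 (0.925 to 0.936). Among the microRNAs that rose were miR-200c-3p and miR-205-5p, which repress the ZEB transcription factors and so keep epithelial cells from turning mesenchymal. miR-200c-3p went from 3593 to 5878 reads, a ratio of 1.73 (1.66 to 1.81, adjusted p = 1.08e-151 from the exact conditional binomial test), and miR-205-5p from 245 to 388 reads, a ratio of 1.68 (1.43 to 1.98). Of the 5 members of the miR-200 family, 4 rose and 0 fell, and the count was the same adjusted over the list alone. By share of all microRNA reads, 3 of the 5 rose. Of the 9 let-7 members, 7 rose and 0 fell, again the same adjusted over the list alone, but by share of microRNA reads 6 rose and 2 fell. let-7d-5p had the highest ratio of the family, 1.63. Of the 5 members of the miR-30 family, 4 rose and 0 fell, also by share and adjusted over the list alone. In the miR-23, miR-27 and miR-24 clusters, miR-23a-3p and miR-23b-3p rose with ratios of 1.74 and 1.43, and the other 3 of the 5 members fell with ratios from 0.949 to 0.974. Of 9 measured entries listed as fragments of other small RNAs, 4 fell, miR-1274a to a ratio of 0.454, miR-1274b to 0.487, miR-1280 to 0.561 and miR-720 to 0.640, 1 rose, miR-1826, and 4 did not pass the test, among them miR-1308 with a ratio of 1.42 and miR-1260a with 1.13. The counts were the same adjusted over the list alone. The most read of the 10 microRNAs with the lowest ratios were miR-21-3p, miR-7-5p and miR-148b-3p, the last with a ratio of 0.535. The tables place miR-7-5p on chromosome 19 of hg18 from 4721713 to 4721735, miR-21-3p on chromosome 17 from 55273455 to 55273475 and miR-200c-3p on chromosome 12 from 6943167 to 6943189. In the GENCODE 29 annotation the hairpin MIR21 lies in an exon of VMP1, and of the hairpins that give miR-7-5p, MIR7-1 lies in an exon of HNRNPK and MIR7-3 in an intron of MIR7-3HG. The test covered 245 microRNAs with at least 10 reads in both libraries. It called 62 higher and 36 lower, of which 19 and 10 lay past 1.5-fold, so 65.5% of these were higher. The authors' deposited table lists 26 microRNAs, and 19 of the 29 called here past 1.5-fold are among them; miR-21-3p is not. The split between higher and lower depended on the scaling, with 16 and 13 by RPM, 13 and 13 by share of microRNA reads and 12 and 13 by the median of ratios. By the authors' normalization it was 19 and 6 without fragments of other small RNAs. It was 14 and 10 with groups of related microRNAs, such as the let-7 family, counted once. With an assumed coefficient of variation of 0.3 between replicate libraries, 0 microRNAs passed.

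**Figure D1:**
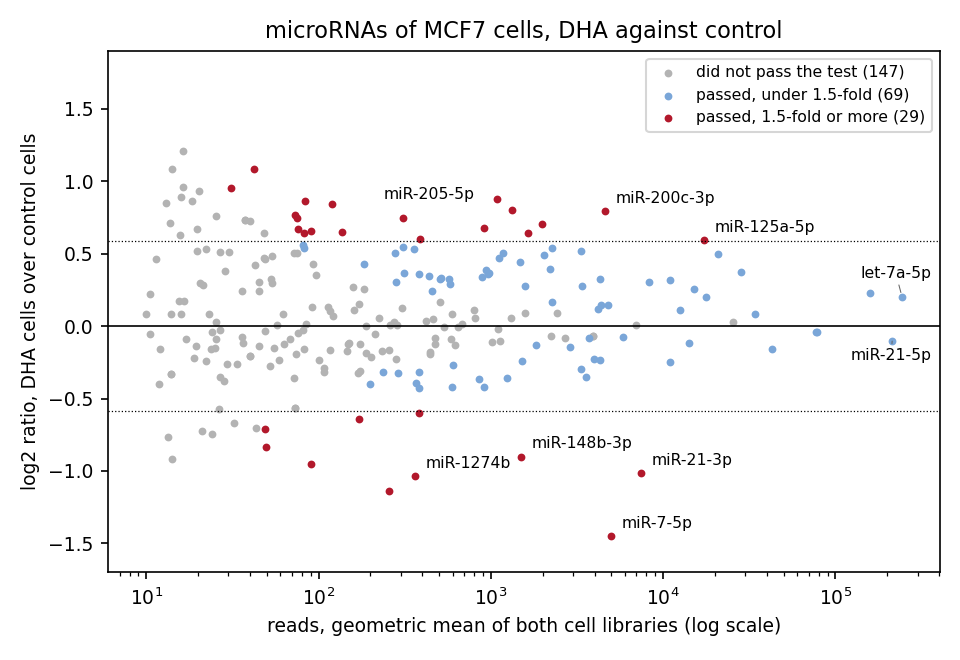
Log2 ratio of normalized reads in DHA cells over control cells against the geometric mean of the reads of both libraries (log scale), 1 point per microRNA with at least 10 reads in both. Dotted lines mark 1.5-fold; 29 microRNAs that passed the test lie beyond them, with miR-7-5p lowest at a log2 ratio of -1.45.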

Twenty-six cellular microRNAs were changed (1.5-fold or greater) by DHA-treatment (19 up-regulated and 7 down-regulated) (see control cell vs. DHA cell in Additional file 1). 

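In control exosomes, miR-1246 stood far above its level in control cells. This entry, listed here among fragments of other small RNAs because it matches part of the U2 small nuclear RNA, had 18 reads in cells and 817 in exosomes, or 22.1 and 4538 normalized reads, a ratio of 205 (exact 95% interval 129 to 347). The imprinted microRNA miR-127-3p, on chromosome 14 of hg18 from 100419126 to 100419147, had 3 reads in cells and 4 in exosomes, a ratio of 6.02 (1.02 to 41.1, adjusted p = 0.0301 from the exact conditional binomial test). For miR-451a, a microRNA of red blood cells that matures without Dicer, there were 0 reads in control cells and 3 in control exosomes. Both lie at or under a floor of 3 reads, so no fold is given; the exact p was 0.00596, and the exact interval of the ratio starts at 1.87. The let-7 family stood at the other end: all 9 members were lower in exosomes, also adjusted over the list alone, with ratios of 0.0126 for let-7g-5p, from 7143 to 20 reads, and 0.00459 for miR-98-5p, the lowest, from 3938 to 4 reads. By share of microRNA reads, 6 of the 9 were lower and 1 was higher. Of the 4 members of the miR-320 family, whose precursors mature without Drosha, 3 were lower by normalized reads, as many as adjusted over the list alone, and all 4 were higher by share of microRNA reads. The family's median ratio of 0.355 lay at percentile 98.5 among 10000 random lists matched on read level. Both arms of miR-486, another red blood cell microRNA, had 91 reads in cells and 32 in exosomes, a ratio of 1.59 by the authors' normalization (1.03 to 2.40, adjusted p = 0.0425 from the exact test), and of 0.825 by RPM. The equal reads leave it open whether the arms were counted apart, so they may be 1 measurement and not 2. In the DHA-treated culture the ratio of DHA exosomes to DHA cells was 83.4 for miR-127-3p on 1 and 10 reads (interval 11.9 to 3619) and 696 for miR-1246 on 10 and 835 reads (377 to 1457). There miR-451a had 0 and 5 reads. With the floor of 3 reads in place of 0 its ratio was 13.9, which leaves out the counting error of the 5 reads. The exact interval of the ratio starts at 7.64. Of the miR-320 family, 0 of 4 were lower there by normalized reads, with a median ratio of 1.09. Among microRNAs with at least 1 read in both control libraries, 2 were higher in exosomes past 2-fold, miR-1246 and miR-127-3p, and 155 were lower. The median ratio was 0.0916. By share of microRNA reads, which moves every log2 ratio by 4.35, 60 were higher and 13 lower past 2-fold, and by the median of ratios 30 were higher and 32 lower. By RPM, with an assumed coefficient of variation of 0.3, or with a minimum of 10 reads in both libraries, miR-1246 was the only one left of the 2; by RPM its ratio was 106.5 and that of miR-127-3p was 3.13.

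**Figure D2:**
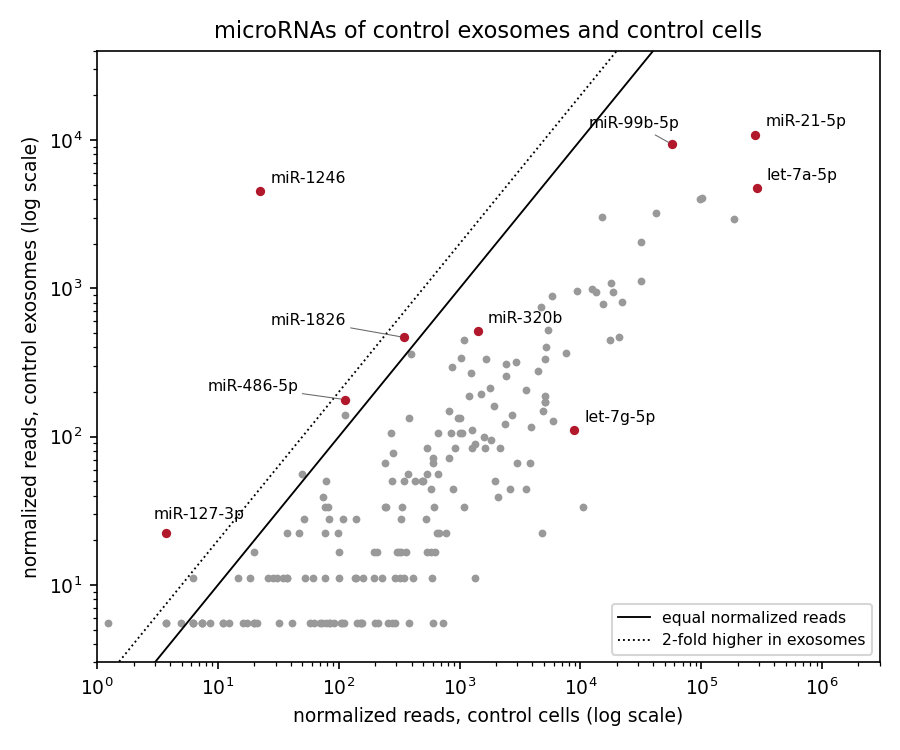
Normalized reads in control exosomes against control cells (both log scale), 1 point per microRNA with at least 1 read in both libraries. The solid line marks equal normalized reads and the dotted line 2-fold higher in exosomes; miR-1246, at 22.1 in cells and 4538 in exosomes, and miR-127-3p lie above the dotted line, as does 1 entry with 1 read in each library that did not pass the test. Red points carry their names.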

Three microRNAs (miR-1246, 204-fold; miR-451, 135-fold; and miR-127-3p, 6-fold) were preferentially encapsulated into the exosomes and found at very low levels in the cellular content, which is in agreement with a recent study [27] (see control cell vs. control exosome in Additional file 1). 

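Exosomes from DHA-treated MCF7 cells had more normalized reads than control exosomes for most microRNAs, and none fell. Among microRNAs with at least 10 reads in both libraries, the ratio was highest for miR-23a-5p, the 5p arm of the miR-23a hairpin, at 6.44 (exact 95% interval 3.69 to 11.8) from 17 and 56 reads, and for miR-30c-5p of the miR-30 family at 5.74 (3.13 to 11.1) from 15 and 44 reads. Other microRNAs near the top were miR-106b-3p, from a cluster within MCM7, at 4.66 and miR-101-3p, which represses the chromatin enzyme EZH2, at 4.56. At the low end of the microRNAs that rose were miR-941 with a ratio of 1.47, miR-125a-5p, which represses the receptor ERBB2, with 1.57 and miR-484 with 1.57. Over 175 microRNAs with at least 1 read in both libraries, 92 rose and 0 fell by the exact conditional binomial test, and 83 of them rose by 2-fold or more. The authors' deposited table lists 84 microRNAs, all higher with DHA and 76 of them by 2-fold or more, and 71 of the 83 are in it. The median ratio was 2.82 over the 78 microRNAs with at least 10 reads in both libraries. A level of 1000 normalized reads corresponds to 180 reads of the control exosome library and 92.04 reads of the DHA exosome library. The limit was reached in 1 of the libraries by 28 microRNAs, of which 23 rose by 2-fold or more. The shift depended on the scaling: by RPM 57 microRNAs were higher and 0 lower past 2-fold, while by share of microRNA reads, which moves every log2 ratio by -1.51, 1 was higher and 5 were lower. With an assumed coefficient of variation of 0.3 between replicate libraries, 17 were higher past 2-fold.

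**Figure D3:**
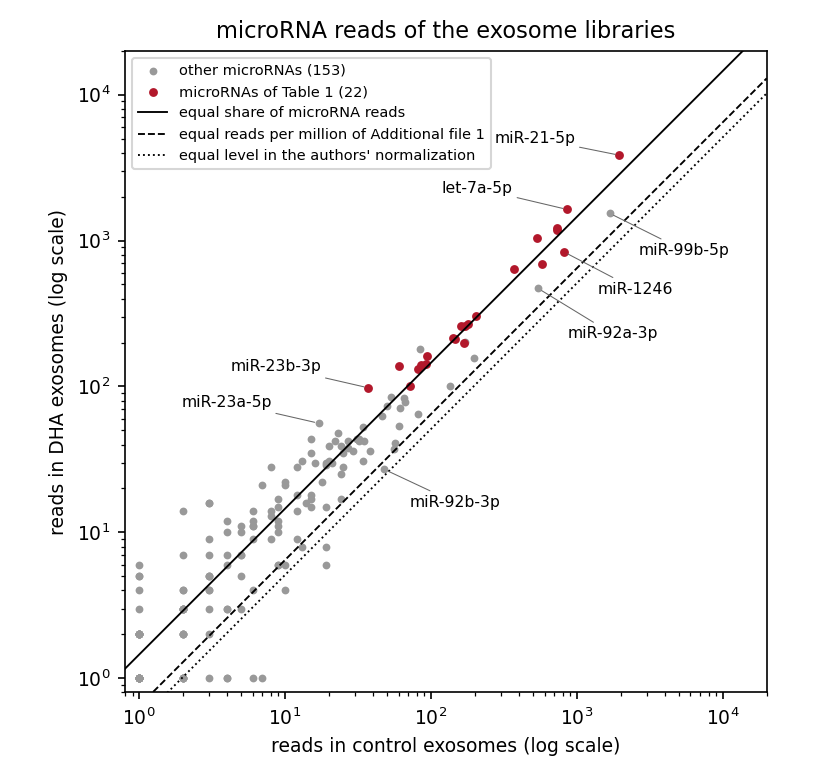
Reads in DHA exosomes against reads in control exosomes (both log scale), 1 point per microRNA with at least 1 read in both libraries, with lines of equal level under each of 3 scalings. Most points lie above the line of the authors' normalization and scatter around the line of equal share of microRNA reads; miR-99b-5p and miR-92a-3p lie under the latter.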

In the DHA-treated exosomes 91 mature microRNAs were detected (at least 1 read), 83 of which were changed by 2-fold or greater compared to the untreated exosomes and 22 of these microRNAs were present at greater than 1,000 copies in at least one condition; these 22 microRNAs are listed in Table 1. 

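As shares of the exosome microRNA reads, let-7a-5p, let-7f-5p, miR-21-5p and miR-23b-3p rose with DHA, and miR-99b-5p, miR-125a-5p and miR-92a-3p fell, though all 7 rose by normalized reads. miR-21-5p went from 15.0% to 20.4% of all microRNA reads, and miR-99b-5p, whose family represses the kinase mTOR, from 13.0% to 8.12%. miR-92a-3p, a member of the miR-17-92 cluster that represses PTEN and BIM, went from 4.17% to 2.49%. By this share, 8 microRNAs were higher and 12 lower at any fold, among them miR-23a-5p with a ratio of 2.26 (adjusted p = 0.0243 from the exact conditional binomial test) and miR-92b-3p with 0.387 (adjusted p = 0.00103 from the same test). Of the 7 members of the group of miR-99, miR-100, miR-125 and miR-10, 5 rose by normalized reads, also adjusted over the list alone, and by share 4 fell and 0 rose. The median ratio of 1.79 lay at percentile 3.16 among 10000 random lists matched on read level. miR-10a-5p and miR-10b-5p, with 3 and 16 reads each, had a ratio of 10.4 and may share reads, since their hairpins have TATATACCCTGTAGA in common. Of 6 tested members of the miR-17-92 cluster and its paralogs, 3 rose, 1 adjusted over the list alone, and by share 1 fell; the median ratio of 1.78 over 3 measured members lay at percentile 2.17. Of the 9 let-7 members, 8 rose by normalized reads, also adjusted over the list alone, and 2 by share. All 5 members of the miR-23, miR-27 and miR-24 clusters, all 5 of the miR-30 family, all 4 of the miR-320 family, all 4 tested members of the miR-200 family and all 3 tested members each of the miR-181 family and the miR-183 cluster rose by normalized reads and adjusted over the list alone. By share, 1 of the miR-23, miR-27 and miR-24 clusters and 1 of the miR-183 cluster rose, and 0 of the others. Members of a family with near-identical sequences may not be separate measurements. With groups of related microRNAs counted once, 57 in place of 83 were higher past 2-fold by normalized reads. These groups include whole families such as let-7, whose members differ in reads, so the drop is not a count of duplicates. Of the 4 microRNAs that the paper names as anti-angiogenic, miR-21-5p, miR-23b-3p, miR-27b-3p and miR-320b, all 4 rose, also adjusted over the list alone, and 2 rose by share. The paper chose them on these libraries, so the list is not independent evidence. In another anti-angiogenic list, 3 of 4 tested members rose, as many adjusted over the list alone, and by share 0 rose and 1, miR-92a-3p, fell. In a pro-angiogenic list, 1 of 3 tested members rose, miR-378a-3p, under either scaling and adjusted over the list alone. Entries listed as fragments of other small RNAs went apart: miR-1246 and miR-1826 were the 2 of 7 that rose by normalized reads, as many adjusted over the list alone, while by share miR-1826 rose and miR-1246, miR-720 and miR-1274b fell. Of 3 tested microRNAs of blood cells and serum, both arms of miR-486 rose by normalized reads and adjusted over the list alone, and 0 changed by share. Of 5 stromal and 6 muscle and brain microRNAs, only miR-143-3p had reads in both exosome libraries, 5 in each.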

Our results demonstrate that DHA alters the microRNA profile of MCF7 cell-derived exosomes.

**Table 1:** DHA increases microRNA expression levels in MCF7 exosomes

microRNA	Mapped reads		Fold-change	P-value
	Control	DHA		
miR-23b	205.5	1064.8	5.18	1.0E-20
miR-378	333.3	1510.2	4.53	1.0E-20
let-7f	2949.3	11386.4	3.86	1.0E-20
miR-21	10853.1	41786.2	3.85	1.0E-20
let-7a	4748.9	17764.0	3.74	1.0E-20
miR-182	2044.0	6986.1	3.42	1.0E-20
miR-151-3p	522.1	1760.1	3.37	1.0E-20
miR-27b	4082.4	13189.9	3.23	1.0E-20
let-7e	472.1	1521.1	3.22	1.0E-20
miR-27a	4032.4	12896.6	3.20	1.0E-20
let-7c	449.9	1434.2	3.19	1.1E-16
miR-365	888.7	2824.9	3.18	1.0E-20
miR-320b	516.6	1553.7	3.01	1.0E-20
let-7i	783.2	2335.9	2.98	1.0E-20
miR-30d	955.3	2814.0	2.95	1.0E-20
miR-26a	1122.0	3302.9	2.94	1.0E-20
miR-30a	994.2	2890.0	2.91	1.0E-20
miR-200b	810.9	2314.2	2.85	1.0E-20
miR-181a	399.9	1086.5	2.72	7.5E-11
miR-191	3204.8	7507.6	2.34	1.0E-20
miR-151-5p	938.7	2151.2	2.29	1.0E-20
miR-1246	4537.9	9072.1	2.00	1.0E-20

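The 22 microRNAs of Table 1 include regulators with known roles in tumors and vessels. miR-21-5p had 1954 reads in control exosomes and 3846 in DHA exosomes, a ratio of 3.85 (exact 95% interval 3.65 to 4.07), and let-7a-5p had 855 and 1635, a ratio of 3.74 (3.44 to 4.07). miR-23b-3p, with 37 and 98 reads, had the highest ratio at 5.18 (3.52 to 7.78), and miR-378a-3p, whose hairpin lies in an intron of PPARGC1B, had 60 and 139 reads and a ratio of 4.53 (3.32 to 6.24). miR-27b-3p, a microRNA of endothelial sprouting, had 735 and 1214 reads and a ratio of 3.23 (2.95 to 3.55), and miR-320b, of a family that matures without Drosha, had a ratio of 3.01 (2.30 to 3.95). At the low end, miR-151a-5p had a ratio of 2.29 (1.86 to 2.83) and miR-1246, from 817 to 835 reads, had 1.9992 (1.81 to 2.20), so that 21 of the 22 reach 2-fold. The same rule also takes 2 microRNAs outside the 22, miR-21-3p with a ratio of 2.30 (adjusted p = 1.27e-14 from the exact conditional binomial test) and miR-1826 with a ratio of 4.24 (adjusted p = 2.26e-29 from the same test). The 22 held 63.6% of the microRNA reads of control exosomes and 72.6% of those of DHA exosomes. They were chosen on these same libraries by their fold with DHA, so the larger share may follow from the choice. The tables place miR-21-5p on chromosome 17 of hg18 from 55273417 to 55273438, miR-23b-3p on chromosome 9 from 96887369 to 96887389, miR-27b-3p on chromosome 9 from 96887609 to 96887629 and miR-320b on chromosome 1 from 222511373 to 222511394. In GENCODE 29 the hairpins MIR23B and MIR27B lie in an intron of C9orf3, and MIR320B2, 1 of the hairpins of miR-320b, in an intron of NVL. The reads of miR-27a-3p and miR-27b-3p differed by at most 2.30% in each of the 4 libraries; their hairpins share the segment TGTTCACAGTGGCTAAGTTC of 20 bases, so the reads of one may also be counted at the other. The hairpins MIR23A and MIR23B also share 20 bases, but the reads of miR-23a-3p and miR-23b-3p differed by up to 64.3%. A shared segment alone thus does not show that reads were counted at both. By share of microRNA reads the ratios of the 22 ran from 0.702 to 1.82, with 6 higher (miR-23b-3p, miR-378a-3p, let-7f-5p, miR-21-5p, let-7a-5p and miR-182-5p), 2 lower (miR-191-5p and miR-1246) and 14 not called. By RPM the ratios ran from 1.58 to 4.09, and 19 of the 22 reached 2-fold.

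**Figure D4:**
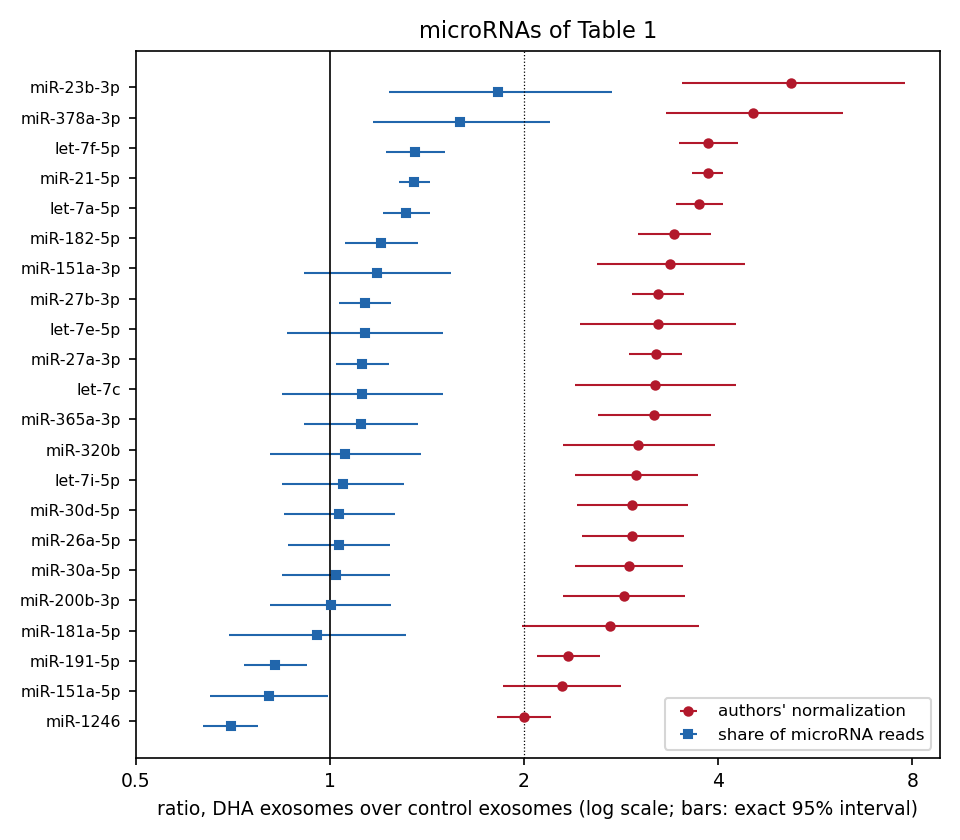
Ratio of DHA exosomes to control exosomes for the 22 microRNAs of Table 1 (log scale), by the authors' normalization (circles) and by share of microRNA reads (squares), with exact 95% intervals as bars. The solid line marks a ratio of 1 and the dotted line 2-fold; the circles run from 1.9992 to 5.18 and the squares from 0.702 to 1.82.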

The microRNAs with a fold-change ≥ 2 and mapped reads ≥1,000 in at least one condition are shown. The fold change was calculated by normalizing the reads to the number of mapped reads and the p-values were calculated using the Likelihood Ratio Test and adjusted using the Benjamini and Hochberg post-test

### DHA increases let-7a, miR-21, miR-23b, miR-27b, and miR-320b levels in exosomes from other breast cancer cell lines, but not from normal breast cells

To determine if the effects of DHA on exosome microRNA levels are specific to only MCF7 breast cancer cells or whether DHA can increase the exosome microRNA levels in normal mammary epithelial cells or other breast cancer types, we cultured a normal mammary epithelial cell line (MCF10A), an ER-positive luminal line (ZR-75-1) and two triple-negative basal-like breast cancer lines (BT20 and MDA-MB-231). Exosomes were isolated from the conditioned media after DHA treatment and total RNA was extracted from the control and DHA-treated exosomes. The expression of 5 of the most abundant microRNAs (let-7a, miR-21, miR-23b, miR-27b, and miR-320b) detected in the DHA-treated MCF7 exosomes was measured in the exosomes from the other breast cell lines by qRT-PCR. As shown in Fig. 2, DHA treatment increased the expression of all 5 of these microRNAs in the DHA-treated exosomes as compared to control exosomes, with the exception of let-7a and miR-21 in MDA-MB-231 cells. In contrast, DHA-treatment did not increase the expression of these microRNAs in the exosomes from MCF10A cells; rather microRNA expression was decreased by DHA-treatment in these exosomes. These results indicate that the effect of DHA on the microRNA content of their exosomes is specific to cancer cells and is not dependent on the breast cancer subtype.

**Fig. 2:**
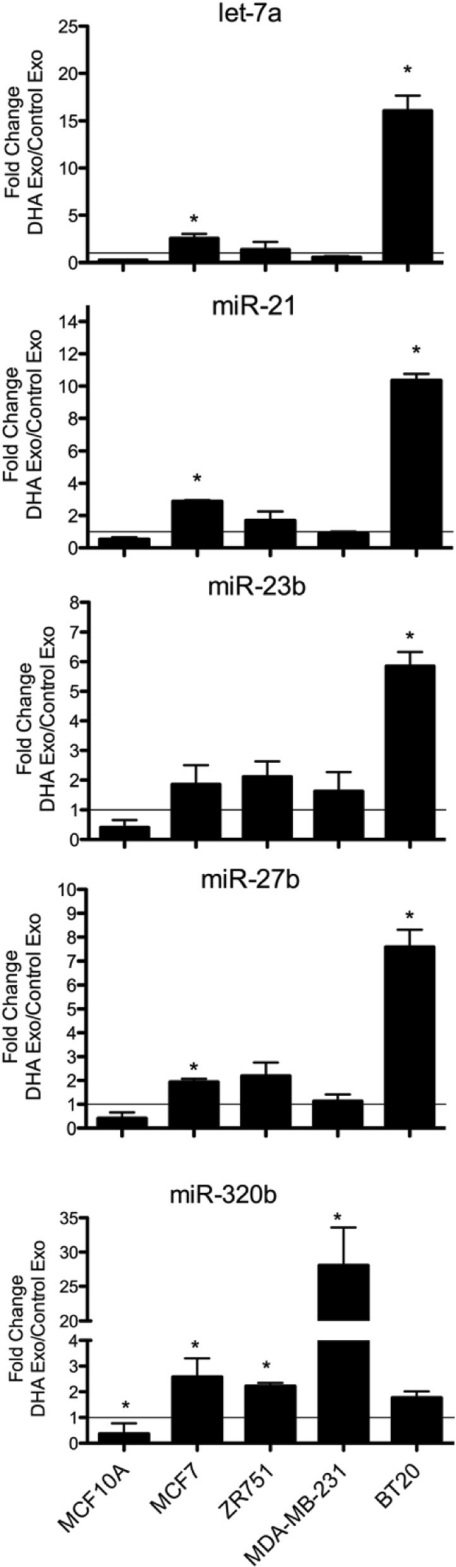
Validation of DHA-induced microRNA expression changes in exosomes secreted from breast cancer cells. MCF10A, MCF7, ZR751, MDA-MB-231 and BT20 breast cancer cells were plated at a density of 5x10^6^ cells per 150 mm dish and cultured for 3 days. Cells were treated with 100 μM DHA for 24 h. Exosomes were collected from the conditioned media by ultracentrifugcation, total RNA was extracted, reverse transcribed and amplified by real-time PCR using microRNA specific primers (*n* = 3, error bars = SE). The fold change in expression levels was calculated using the ΔΔCt method. *p < 0.05 by Student’s t test

### DHA increases exosome secretion from breast cancer cells

To determine if exosome secretion is altered by DHA we measured CD63 expression in DHA-treated and control exosomes secreted from MCF7 and MDA-MB-231 cell lines by western blot. We found increased levels of CD63 protein in the DHA-treated exosome preparations from both cell lines (Fig. 3a). In order to monitor exosome production and measure their release we generated MCF7 and MDA-MB-231 cell lines stably expressing the exosome marker CD63 tagged with GFP (CD63-GFP) (Additional file 2). The MCF7 and MDA-MB-231 CD63-GFP cells were grown in cell culture media supplemented with exosome-depleted FBS and treated with 100 μM DHA for 24 h. Exosomes were isolated from the conditioned media by ultracentrifugation and suspended in PBS. The presence of GFP in the isolated exosomes was measured by fluorescent spectrometry. We observed a significant increase in exosome secretion from DHA treated versus untreated cell cultures (Fig. 3b), while the cell number was unaffected by DHA treatment (Fig. 3c). These results indicate that DHA increases exosome secretion from breast cancer cell lines.

**Fig. 3:**
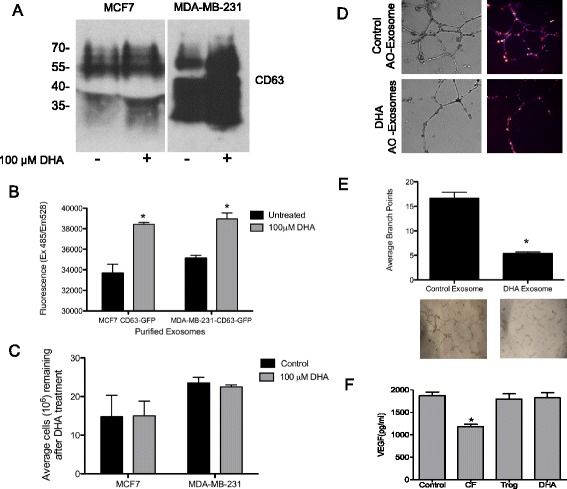
DHA increases exosome secretion from breast cancer cells and reduces tube formation by endothelial cells without affecting VEGF secretion. **a** Western blot analysis of CD63 expression in exosomes isolated from MCF7 and MDA-MB-231 cells after treatment with DHA. Equal volumes of exosome protein lysate were loaded and SDS-PAGE was run under non-reducing conditions. **b** CD63-GFP tagged exosomes secreted into cell culture medium from DHA-treated or untreated MCF7 and MDA-MB-231 breast cancer cells were isolated by ultracentrifugation, re-suspended in PBS and the GFP levels were measured by fluorescent spectrometry, * *p* < 0.0001 using one-way ANOVA (*n* = 3). **c** MCF7 and MDA-MB-231 breast cancer cells were treated with 100 μM DHA for 24 h. The media was removed for exosome isolation and the breast cancer cells that remained after DHA treatment were counted and are expressed as the average cell number per 10^6^ cells (*n* = 3, error bars = SE). **d** MCF7 cells were treated with 100 μM DHA for 24 h, the exosomes from the treated and untreated cultures were isolated from the culture media by ultracentrifugation and stained with acridine orange (AO). The AO-labeled exosomes (100 μg) were incubated with EA.hy926 cells (1×10^4^) seeded on ECMatrix in a 12-well plate for 24 h and imaged with a Perkin Elmer Operetta at 40× magnification, bright field *(left)* and fluorescence *(right),* 460 nm excitation and 650 nm emission. **e** Approximately 1/10 of the exosomes isolated from a confluent 100 mm plate of DHA-treated or untreated MCF7 cells were mixed with 1×10^4^ EA.hy926 cells and seeded on ECMatrix in a 96-well plate and incubated for 18 h. Tube formation was visualized with a light microscope (*lower*) and counted (*upper*) *, *p* < 0.001 using one-way ANOVA (*n* = 4). **f** MCF7 cells were treated with 100 μM DHA, 1 mM clofibrate (CF) or 20 μM troglitazine (Trog) for 24 h and VEGF in the medium was analyzed by ELISA and expressed as pg/ml. *, *p* < 0.001 using one-way ANOVA (*n* = 4-6)

### Breast cancer exosomes are absorbed by endothelial cells and DHA treatment inhibits endothelial cell tube formation without affecting VEGF levels

We then asked whether the anti-angiogenesis activity of DHA could be due to the DHA-induced changes in exosome secretion and microRNA contents that we had observed. First, to determine if breast cancer exosomes can be readily transferred to endothelial cells we cultured the endothelial cell line EA.hy926 on matrigel in the presence of purified exosomes isolated from MCF7 cells that were pre-labeled with the nucleic acid binding dye, acridine orange (AO). The purified AO-labeled exosomes were applied to EA.hy926 cells and imaged by fluorescent microscopy. The presence of AO-exosomes in endothelial cells was observed as early as 2 h (not shown) and 24 h (Fig. 3d) indicating that breast cancer exosomes are readily transferred to endothelial cells. Then to determine if tube-formation (*in vitro* angiogenesis) by endothelial cells is affected by the DHA-induced changes in the breast cancer exosomes, equal volumes of exosomes isolated from control and DHA-treated MCF7 cells were applied to cultures of EA.hy926 plated on matrigel. Tube formation by EA.hy926 cells was significantly inhibited by the exosomes purified from DHA-treated MCF7 cells compared to those purified from control MCF7 cells (Fig. 3e). These results suggest that DHA suppresses tumor angiogenesis via modulating breast cancer cell-derived exosome contents. This conclusion was further supported by the observation that DHA and troglitazone (a PPARγ ligand) did not alter VEGF secretion, while clofibrate (a PPARα ligand) reduced VEGF secretion from MCF7 cells (Fig. 3f).

### microRNAs released by DHA-treated breast cancer cells are transferred to endothelial cells

Several of the most abundant microRNAs in the DHA-treated exosomes have known activity in targeting endothelial cells and suppressing angiogenesis, such as miR-21 [28], miR-23b [29], miR-27b [30] and miR-320b [31]. Therefore, it is highly likely that these microRNAs contribute to the anti-angiogenesis activity of DHA. To test whether these microRNAs can be absorbed by endothelial cells, MCF7 cells were co-cultured with EA.hy926 cells for 24 h and the MCF7 cells were treated with DHA. RNA was extracted from the endothelial cells and the expression levels of these microRNAs were measured by qRT-PCR. As shown in Fig. 4a the expression of let-7a, miR-21, miR-23b, miR-27b, and miR-320b were dramatically increased in the endothelial cells by DHA treatment of the MCF7 cells. A similar microRNA expression pattern was obseved when DHA-terated exosomes were directly applied to EA.hy926 cells (Additional file 3). These results indicate that the microRNAs carried by the DHA-treated breast cancer cell exosomes are readily transferred to endothelial cells.

**Fig. 4:**
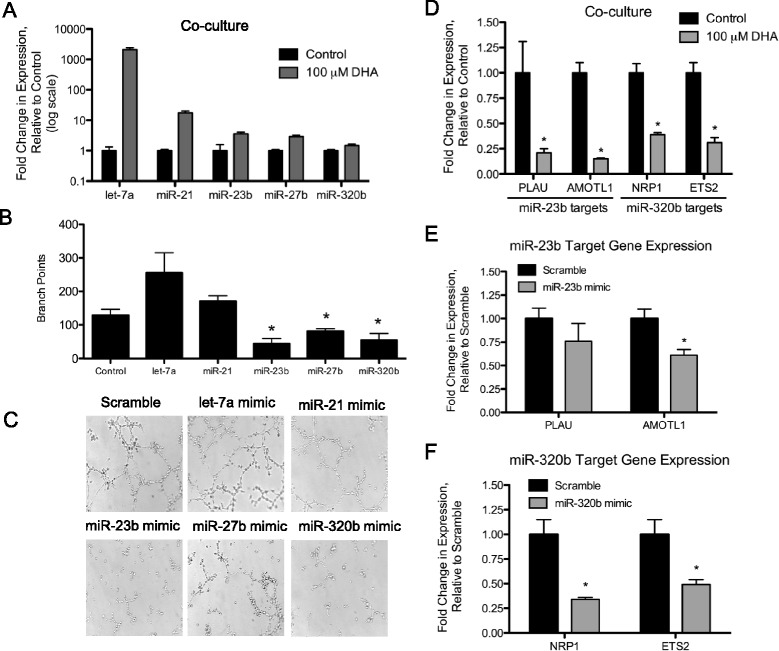
DHA-induced exosome microRNA transfer from MCF7 cells to endothelial cells alters microRNA expression, endothelial tube formation, and target mRNA expression. **a** EA.hy926 cells (2.5×10^4^) were plated in a 24-well plate and MCF7 cells (2×10^4^) were plated in a transwell insert (0.4 μM) and co-cultured for 24 h. MCF7 cells were treated with 100 μM DHA for 24 h, RNA was extracted and qRT-PCR was performed. The fold change in expression levels was calculated using the ΔΔCt method. Data in bar graphs represent mean ± SEM (*n* = 3). EA.hy926 cells were transfected with a scramble control, let-7a, miR-21, miR-23b, miR-27b, or miR-320b mimics. After 48 h EA.hy926 cells (1×10^4^) were plated on ECMatrix in a 96-well plate and incubated at 37 °C for 16–18 h. Branch points were counted (**b**) and representative images (**c**) were taken and under a light microscope (20×). Shown are the combined triplicate results from three independent experiments. Data in bar graphs represent mean ± SEM (*n* = 9). *, *p* < 0.001 using Student’s t test. **d** EA.hy926 cells (2.5×10^4^) were seeded on a 24-well plate and MCF7 cells (2×10^4^) were cultured overnight in a transwell insert (0.4 μm). MCF7 cells in the upper chamber were treated with DHA for 24 h. RNA was extracted from the EA.hy926 cells in the lower chamber and target gene expression was measured by qRT-PCR. EA.hy926 cells were transfected with a scramble control, miR-23b, or miR-320b mimic. The previously validated mRNA targets (PLAU and AMOTL1) for miR-23b (**e**) and (NRP1 and ETS2) miR-320b (**f**) were measured by qRT-PCR 48 h post-transfection. The fold change in expression levels was calculated using the ΔΔCt method. Data in bar graphs represent mean ± SEM (*n* = 3). *, *p* < 0.05 using Student’s t test

### miR-23b, miR-27b, and miR-320b inhibit tube formation by endothelial cells

To determine which microRNA cargo carried by the MCF7 exosomes might modulate the anti-angiogenesis effects of DHA we transfected EA.hy926 cells with microRNA mimics for miR-21, miR-23b, miR-27b, miR-320b, let-7a or scramble control. microRNA overexpression in the EA.hy926 cells was confirmed with at least a 10-fold increase in expression as determined by qRT-PCR 48 h post-transfection. Following microRNA mimic transfection the cells were plated on matrigel and cultured. Tube formation by the endothelial cells was quantitated by branch-point counting (Fig. 4b) and imaged by light microscopy (Fig. 4c), as we have previously described [32]. As shown, increased levels of miR-23b, miR-27b, and miR-320b in the endothelial cells dramatically reduced tube formation by the endothelial cells, whereas overexpression of let-7a and miR-21 did not reduce the tube formation, suggesting that the exosomal microRNAs, miR-23b, miR-27b, and miR-320b, mediate DHA’s anti-angiogenesis activity.

### Co-cultivation of breast cancer cells or microRNA mimic transfection of miR-23b or miR-320b inhibits pro-angiogenesis target mRNA expression

Several previously defined and validated target genes of miR-23b and miR-320b are known to encode proteins that modulate angiogenesis, including plasminogen activator (PLAU) [33], angiomotin like-1 (AMOTL1) [34], neuropilin 1 (NRP1) [31], and v-ets avian erythroblastosis virus E26 oncogene homolog 2 (ETS2) [35]. We asked whether exosome transfer of miR-23b and miR-320b to endothelial cells would affect expression of these pro-angiogenesis target genes. To address this, we co-cultured EA.hy926 cells with MCF7 cells for 24 h. As shown in Fig. 4d, treatment of the co-cultured MCF7 cells with DHA dramatically decreased the expression of PLAU, AMOTL1, NRP1 and ETS2 in the endothelial cells. Direct application of microRNA mimics to the EA.hy926 cells for miR-23b repressed the expression of its target genes PLAU and AMOTL1 (Fig. 4e) and mimics for miR-320b repressed the expression of its target genes NRP1 and ETS2 (Fig. 4f). These results demonstrate that the DHA-induced changes in the microRNA contents of breast cancer secreted exosomes, particularly the increase in miR-23b and miR-320b, can suppress the expression of pro-angiogenesis microRNA target genes.

### Rab27A knockdown reverses DHA-induced exosome-mediated microRNA transfer and inhibition of tube formation by endothelial cells

To confirm that the observed effects of DHA on the endothelial cells are dependent on breast cancer exosome secretion and contents, we knocked down the expression of the small Rab GTPase, Rab27A. Rab27A has been shown to control multivesicular endosome membrane docking at the plasma membrane and exosome secretion [36]. The expression of Rab27A was knocked down using a miR-30 based shRNA entry vector with dsRed2 co-expression. The shRab27A-dsRed vector was transduced into MCF7-CD63-GFP and MDA-MB-231-CD63-GFP cells. Expression of the shRab27A construct was confirmed by detection of dsRed levels by fluorescent microscopy (Fig. 5a). Knockdown of the Rab27A protein and mRNA was also confirmed by western blot analysis (Fig. 5b) and qRT-PCR (Fig. 5c), respectively. As shown in Fig. 5d exosome secretion was significantly reduced by Rab27A knockdown. To determine if the effects of DHA on endothelial cell tube formation are dependent on Rab27A-mediated exosome secretion, EA.hy926 cells were seeded on matrigel and co-cultured with the MCF7 CD63-GFP, shRab27A-MCF7-CD63, MDA-MB-231 CD63-GFP, or shRab27A-MDA-MB-231-CD63 cells plated in a transwell insert. DHA treatment reduced tube formation by the EA.hy926 cells when co-cultured with the wildtype or CD63-GFP breast cancer cells. However, branch-point formation was increased by DHA-treatment in the shRab27A co-cultures (Fig. 5e), suggesting that the anti-angiogenesis effects of DHA are dependent on Rab27A-mediated exosome secretion. To test whether the transfer of miR-23b or miR-320b occurs with Rab27A knockdown, EA.hy926 cells were plated on the surface of a 24-well plate and cultured alone or co-cultured with MCF7 CD63-GFP or shRab27A MCF7 CD63-GFP cells and treated with DHA for 24 h. As shown in Fig. 5f, the DHA-induced exosome-mediated transfer of miR-23 and miR-320b was inhibited by Rab27A knockdown as compared to CD63-GFP cells. These results suggest that the anti-angiogenesis effects of DHA on endothelial cells are dependent on breast cancer exosome secretion and content transmission.

**Fig. 5:**
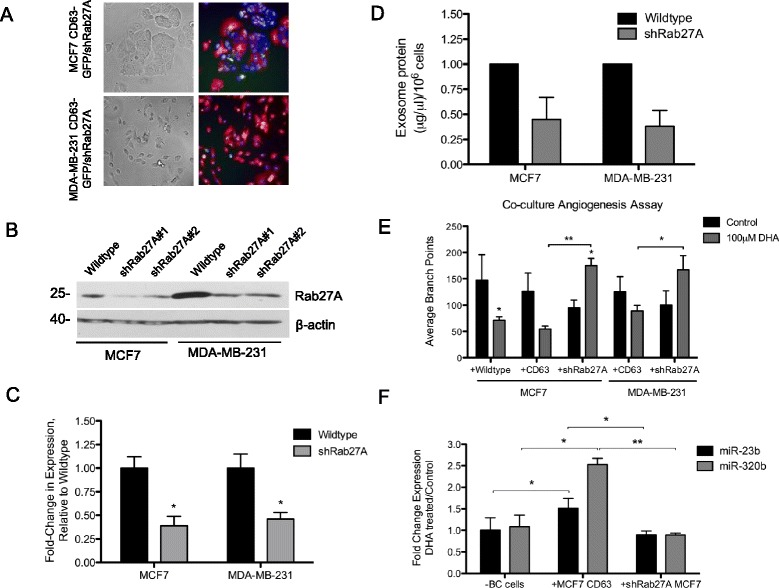
Rab27A knockdown in breast cancer cells inhibits DHA-induced exosome transfer. The expression of Rab27A was knocked down in MCF7 CD63-GFP and MDA-MB-231 CD63-GFP breast cancer cell lines by transduction with a lentivirus expressing dsRed2 and two different shRNAs targeting Rab27A. **a** Bright field (*left*) and fluorescent microscopic images (*right*) of CD63-GFP (green), shRab27A-dsRed2 (red) and Hoescht nuclear stain (blue) (40× magnification). Rab27A protein and mRNA knockdown was confirmed by western blot (**b**) and qRT-PCR (**c**). The fold change in expression levels of Rab27A relative to an endogenous control was calculated using the ΔΔCt method. Data in bar graphs represent mean ± SEM *, *p* < 0.001 using Student’s t test. **d** The quantity of exosomes secreted from breast cancer cells was measured by BCA assay and represented as the μg/μl of whole exosome per 10^6^ cells, relative to wildtype. Data in bar graphs represent mean ± SEM (*n* = 2). **e** MCF7 and MDA-MB-231 cells expressing CD63 or shRab27A-CD63 were grown in a transwell insert (0.4 μm) and co-cultured with EA.hy926 cells plated on ECMatrix for 24 h. Following treatment of the breast cancer cells in the upper chamber with 100 μM DHA for 24 h the number of branch points formed by the EA.hy926 cells were counted. Data in bar graphs represent mean ± SEM (*n* = 3-6) *, *p* < 0.05; **, *p* < 0.01 using Student’s t test. **f** MCF7 cells expressing CD63 or shRab27A-CD63 were grown in a transwell insert (0.4 μm) and co-cultured with EA.hy926 cells plated in a 24-well plate. Following treatment of the breast cancer cells in the upper chamber with 100 μM DHA for 24 h total RNA was extracted from the EA.hy926 cells, reverse transcribed and expression of miR-23b and miR-320b was measured by qRT-PCR. The fold change in expression levels was calculated using the ΔΔCt method. Fold-change values are normalized to control sample and expressed relative to no breast cancer cells (−BC). Data in bar graphs represent mean ± SEM (*n* = 3) *, *p* ≤ 0.05; **, *p* < 0.001 using Student’s t test

## Discussion

To our knowledge this is the first demonstration that DHA, a natural anticancer compound, alters breast cancer exosome secretion and microRNA contents, which consequently lead to the suppression of endothelial tube formation. In addition to revealing new mechanisms of DHA’s anticancer action, these novel findings support the concept that breast cancer exosome signaling can be targeted to inhibit tumor angiogenesis.

The importance of exosomes as mediators of cancer progression has been realized in recent years [37]. However, ways to reduce or change their influence on cancer progression has not been demonstrated. In this study we have shown that DHA can alter the microRNA contents and secretion of breast cancer exosomes. We have provided evidence to show that the microRNA contents of cancer-derived exosomes can be altered, and that these changes can influence their biological activity and intercellular communication. These results provide insight into the future possibility of developing new cancer therapeutic strategies targeting exosome secretion and content transmission.

The anti-angiogenic activity of DHA has been known for some time [9, 10, 38], however the precise mechanism is elusive. In this study we have shown that the exosomes isolated from DHA-treated breast cancer cells were enriched with microRNAs that target several genes involved in endothelial cell migration, regulation of capillary formation and angiogenesis. More importantly, application of these exosomes to endothelial cells inhibited endothelial tube formation. These results strongly suggest that DHA’s anti-angiogenesis effects are at least in part mediated through transfer of exosomes. Because exosomes encapsulate and transfer other biologically active proteins, lipids, and mRNAs, it is also likely that DHA may alter other contents of breast cancer exosomes, which may also mediate the anti-angiogenic effects of DHA.

In the present study we showed that co-culture of endothelial cells with DHA-treated breast cancer cells or application of microRNA mimics significantly inhibited tube formation and repressed the expression of pro-angiogenesis target genes, including PLAU and AMOTL1 for miR-23b and NRP1 and ETS2 for miR-320b. In support of these findings, a recent study has demonstrated that exosomal transfer of miR-320 from diabetic cardiomyocytes to endothelial cells resulted in inhibition of angiogenesis and reduction in ETS2 expression [39], thus suggesting that exosomal transfer of miR-320 may regulate angiogenesis in other biological model systems.

The mechanism of how DHA might be affecting exosome secretion and changes in exosome microRNA contents is unknown at this time. It is known, however, that exosomes are enriched in the sphingolipid ceramide, whose formation is regulated by neutral sphingomyelinase (nSMase) [40]. It has been demonstrated that exosome secretion can be stimulated by ceramide and inhibited by treatment with the nSMase inhibitor GW4869 [41]. Over-expression of nSMase can increase extracellular levels of microRNAs, whereas treatment with GW4869 microRNA secretion can be reduced [24]. Another study has shown that DHA treatment of breast cancer cells *in vitro* and through dietary supplementation *in vivo* induces a 30–40 % increase in nSMase activity and ceramide formation; these effects could also be inhibited by addition of GW4869 [42]. Collectively, these studies indicate that DHA may be involved in regulating exosome secretion and microRNA encapsulation through ceramide formation. However, to date no link has been established connecting DHA, exosomes and microRNA secretion. Here we have provided evidence that DHA can induce exosome secretion and alter the microRNA contents of breast cancer exosomes resulting in changes in their biological function. Whether this effect is mediated through nSMase regulation of ceramide production is yet to be determined.

## Conclusions

In conclusion, this study demonstrates that DHA’s anti-angiogenesis action is highly likely to be mediated through stimulation of exosome secretion and alteration of exosome microRNA contents in breast cancer model systems. These results provide new insight into DHA’s anticancer action and further support the use of DHA as an adjuvant for breast cancer therapy.

## Methods

### Cell culture

The human breast cancer cell lines MCF7, MDA-MB-231, BT20 and ZR-75-1 were obtained from the American Type Culture Collection (Manassas, VA). The cells were cultivated in DMEM medium supplemented with exosome-depleted 10 % fetal bovine serum (FBS), 100 IU/mL penicillin and 100 μg/mL streptomycin (Corning/Mediatech, Inc. Manassas, VA). Exosome depleted FBS was prepared by pelleting the exosomes by ultracentrifugation at 100,000 × *g* for 2 h at 4 °C, the resulting supernatant was filtered through a 0.2 μm pore filter and then added to cell culture medium. The EA.hy926 endothelial cell line was kindly provided by Dr. Doris Benbrook (University of Oklahoma Health Sciences Center, Oklahoma City, OK) and was cultivated in F12-K (Corning/Mediatech Inc.) medium supplemented with 10 % fetal bovine serum, 50 mg/mL Heparin (Sigma-Aldrich, St. Louis, MO), 0.05 mg/mL Endothelial Cell Growth Supplement (ECGS; Corning/Mediatech Inc.), and 100 IU/mL penicillin and 100 μg/mL streptomycin (Corning/Mediatech Inc.). Cells were routinely maintained in a humidified chamber at 37 °C and 5 % CO_2_.

### Preparation and application of DHA

Docosahexaenoic acid was analytical grade (Sigma-Aldrich) and a stock solution was prepared by dissolving DHA in molecular grade ethanol at 30 mM and stored at −80 °C under argon gas. For DHA treatment a 5 mM working stock was prepared by dilution with 1.5 mM bovine serum albumin in PBS before adding to cell culture. The final concentration of ethanol in the medium was below 0.5 %. Control cells were treated with vehicle buffer.

### Exosome isolation

Exosomes were isolated utilizing a combination of centrifugation and ultracentrifugation according to [43] and filtration or the Exoquick-TC reagent (System Biosciences, Mountain View, CA) following the manufacturer’s protocol. For ultracentrifugation isolation, conditioned cell culture media was collected and centrifuged at 10,000 × *g* for 30 min at 4 °C, to remove cells and large debris. The supernatant was filtered using a 0.22-μm pore filter and the exosomes were pelleted at 100,000 × *g* for 1 h at 4 °C. The exosome pellet was washed with 10 ml of 1X PBS and pelleted again by centrifugation at 100,000 × *g* for 1 h at 4 °C. The resulting pellet was either suspended in 1X PBS for whole exosome applications or further processed for RNA or protein extraction. Total exosome RNA was extracted using the TRIzol reagent (Invitrogen/Life Technologies, Carlsbad, CA) following the manufacturer’s protocol.

### Western blot analysis

Total exosome protein was prepared by re-suspending the exosomes in RIPA Buffer (50 mM Tris–HCl pH 7.4, 150 mM NaCl, 0.5 % sodium deoxycholate, 1 % NP-40, and 0.1 % sodium dodecyl sulfate) containing 1 mM phenlymethylsulfonyl fluoride, 5 μg/ml leupeptin, 2 μg/ml aprotinin, and 1 μg/ml pepstatin A. About 30–40 μg of protein from each sample was separated on a 10 % SDS-PAGE gel, transferred to a PVDF membrane, and blotted with antibodies against CD63 (Santa Cruz Biotechnology, Santa Cruz, CA), Rab27A (Abnova, Taiwan) or β-actin (Sigma-Aldrich, St. Louis, MO).

### Electron microscopy and immunogold labeling

Exosomes were fixed in 2 % paraformaldehyde. The fixed sample was absorbed onto formvar coated copper grids for 20 min in a dry environment. Samples were then fixed in 1 % glutaraldehyde for 5 min. After being rinsed in distilled water samples were stained with uranyl oxalate for 5 min followed by methyl cellulose uranyl acetate for 10 min on ice. Excess liquid was wicked off of the grid using filter paper, and grids were stored at room temperature until imaging. For immunogold labeling, exosomes were fixed in 2 % paraformaldehyde. Samples were absorbed onto formvar coated copper grids for 20 min in a dry environment. Samples were washed with PBS three times. Samples then underwent four washes in 50 mM glycine followed by a 10 min blocking step. Exosomes were incubated with CD63 primary antibody for 30 min, and then samples were washed in washing buffer six times. Samples were incubated in secondary antibody conjugated to 10 nM gold particles for 20 min. Finally, samples were washed in PBS, stabilized with glutaraldehyde, washed in water, and counter stained with uranyl oxalate and methyl cellulose uranyl acetate. Imaging was done on a Hitachi H7600 microscope.

### CD63 overexpression and Rab27A knockdown

To overexpress GFP-tagged CD63 the lentiviral expression vector pCT-CD63-GFP was obtained from System Biosciences, Mountain View, CA. To reduce the expression of Rab27A, shRNAs were cloned into the miR-30 based shRNA entry vector pEN_TRmiRc2 with dsRed2 co-expression. pEN_TRmiRc2 was a gift from Iain Fraser (Addgene plasmid #25750). The following sequences within the Rab27A 3′UTR were targeted: #1: CCAGCTCAATGTCTTTGAGTAT and #2: CGCTCAATGTCTTTGAGTATTA. The resulting fragment was cloned into the pLenti CMV Puro DEST expression vector, a gift from Eric Campeau (Addgene plasmid #17452), using the Gateway LR Clonase II Enzyme (Invitrogen/Life Technologies, Carlsbad, CA). The lentiviral expression vectors were used to generate VSVg pseudotyped lentivirus. Virus production and infection of cells was performed similarly as before [44]. The 3rd generation packaging plasmids pMD2.G (Addgene plasmid #12259); pMDL/RRE g/p (Addgene plasmid #12251), and pRSV-Rev (Addgene plasmid #12253) were a gift from Didier Trono. The packaging plasmids were co-transfected with the lentiviral expression vector into human embryonic kidney 293 T cells using the polyethylenimine (Polysciences, Inc. Warrington, PA) transfection method to produce replication deficient lentivirus. After 48 and 72 h of transfection, supernatants were pooled, filtered through a 0.45-μm MCE membrane and concentrated using polyethylene glycol (Sigma-Aldrich) [45, 46]. MCF7 and MDA-MB-231 were infected with lentivirus in the presence of 8 μg/ml polybrene (Sigma-Aldrich). Approximately 48 h post-infection cells were selected for gene transfer by treating with 1 μg/ml puromycin (InvivoGen, San Diego, CA).

### Fluorescent spectrometry, microscopy and cell imaging

CD63-GFP (copGFP) levels were measured on BioTek Synergy HT plate reader (BioTek Instruments, Inc. Winooski, VT) and detected by excitation at 485 nm and emission at 528 nm. Endothelial cells were analyzed by fluorescence microscopy using the Operetta High Content Imaging System (PerkinElmer, Waltham, MA). Endothelial cells were plated on Matrigel in Cell Carrier-96 plate from (PerkinElmer) at a density of 10,000 cells per well. Whole exosomes were labeled by combining 1 mL of whole exosomes isolated by ultracentrifugation with 20 μM acridine orange (AO, Molecular Probes/Life Technologies). These exosomes were incubated in the dark at room temperature for 1 h, diluted in 20 mL of PBS, and ultracentrifuged at 100,000 × *g* for 1 h. The exosome pellet was then resuspended in PBS. AO was detected by excitation at 460 nm, emission at 650 nm for red fluorescence.

### Endothelial tube formation assay (*in vitro* angiogenesis)

Endothelial tube formation was measured utilizing the *in vitro* Angiogenesis Assay Kit (Millipore, Billerica, MA) as we have previously described [32]. EA.hy926 (1x10^4^) cells were resuspended in EBM-2 (Lonza Group, Walkersville, MD) medium and plated onto the polymerized extracellular matrix. The formation of endothelial tubes was observed microscopically and photographed after 17–24 h incubation. Tube formation was quantified by branch point counting as specified by the manufacturer.

### VEGF secretion

Secretion of VEGF from MCF-7 cells was determined using an ELISA kit as previously reported [32]. Cells were seeded into 6-well plates at a density of 1x10^6^ cells/well and treated with clofibrate or troglitazone for 4 h prior to placement into the hypoxia chamber for 16 h. The culture medium was then collected, and the level of VEGF in the medium was analyzed following the manufacturer’s instructions.

### RNA extraction

Total RNA was extracted using the TRIzol reagent (Invitrogen/Life Technologies) following the manufacturer’s protocol. RNA concentration was quantitated using the NanoDrop ND-100 Spectrophotometer (NanoDrop Technologies, Wilmington, DE) and the quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA), according to the manufacturer’s protocol.

### Small RNA library preparation and next generation sequencing

A small RNA library was prepared from 100 ng of total RNA using the TruSeq Small RNA Preparation Kit (Illumina, San Diego, CA). The MiSeq next generation sequencer (Illumina) was used to sequence the resulting cDNA (2x25bp, 50 cycles). The reads were mapped onto the human genome (hg18 build [47]) and intersected with microRNAs (mirBase.org [48]) using GeneSifter Software (PerkinElmer, Santa Clara CA). Reads were normalized to the mapped reads and significant differences in reads were determined using the Likelihood Ratio Test and the Benjamini and Hochberg post-test. A *p* < 0.05 is considered significant. P-values close to 0 are represented as 1.0E-20. The RNA sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [49] and are accessible through GEO Series accession number GSE70432 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70432).

### Quantitative real-time reverse transcription PCR

For microRNA expression analysis complementary DNA from 5 ng of total RNA was synthesized by the addition of a microRNA specific 5X reverse transcription stem-loop primer and the TaqMan microRNA Reverse Transcription Kit, according to the manufacturer’s instructions. Real-Time PCR was performed by diluting the cDNA product in 2X TaqMan Universal Master Mix II (with UNG) and 20X TaqMan microRNA Expression Assay for each mature microRNA to be measured: miR-21 (ID:000397), miR-23b (ID:00400), miR-27b (ID:000409), miR-320b (ID:002844), and let-7a (ID:000377). All reagents and primers were from Life Technologies. The small ribonuclear RNA RNU6B (ID:001093) served as a microRNA expression normalization control for cellular microRNA expression analysis. However, we found RNU6B to be unreliable for exosome microRNA expression normalization, therefore we used a synthetic *Caenorhabditis elegans* miR-54 (cel-miR-54) RNA oligonucleotide (Integrated DNA Technologies, Coralville, IA) as a spike-in control. Cel-miR-54 has previously been shown not to affect human microRNA detection [50]. The cel-miR-54 (0.25 nM) oligonucleotide was spiked into each RNA sample prior to complementary DNA synthesis and Real-Time PCR was performed using the TaqMan microRNA assay (ID:001361, Life Technologies). microRNA target gene expression was measured by generating cDNA from 200 ng of total RNA using the iScript cDNA Synthesis kit (Bio-Rad, Hercules, CA). The synthesized cDNA was diluted in 2X iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA) and combined with 4uM of each forward and reverse primer. Specific primer sequences used are as follows NRP1, forward 5′-CCTTCTGCCACTGGGAACAT-3′ and reverse 5′-TTGCCATCTCCTGTGTGATCC-3′; AMOTL1, forward 5′-CGAGGGACTGAACTAGCCAT-3′ and reverse 5′-AGGGGACCCTTTCACCG-3′; PRDX1, forward 5′-CTGGTTGAACCCCAAGCTGATA-3′ and reverse 5′-CAGCTGTGGCTTTGAAGTTGG-3′; PLAU, forward 5′-CGACTCCAAAGGCAGCAATGA-3′ and reverse 5′-TGGACACACATGTTCCTCCATT′3′; ETS2, forward 5′-CTCACCAACAATTCTGGGACTC-3′ and reverse 5′-CACATCCAGCAAGGACGACT-3′; and the normalization control 36B4, forward 5′-ATCAACGGGTACAAACGAGTCCTG-3′ and reverse 5′- AAGGCAGATGGATCAGCCAAGAAG-3′. PCR reactions were run on the Bio-Rad CFX 96 Real-Time PCR (Bio-Rad, Hercules, CA) instrument under the following conditions: hold at 95 °C for 10 min, then 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Relative gene expression was assessed using the differences in normalized Ct (ΔΔCt method) after normalization to RNU6B (cellular microRNA) or cel-miR-54 (exosome microRNA). Fold changes were calculated using 2^-ΔΔCt^.

### microRNA mimic transfection

miRIDIAN microRNA mimics (50 nM) were transfected into endothelial cells using the DharmaFect Duo reagent (Dharmacon/GE Healthcare, Lafayette, CO) according to manufacturer’s protocol.

### Statistical analysis

All statistical analyses were completed using GraphPad Prism software (GraphPad Software, Inc. La Jolla, CA). When appropriate a Student’s t-test or One-way analysis of variance (ANOVA) with Dunnett’s post-test was used to determine statistically significant differences among control and experimental groups, with a *p* < 0.05 or lower as the level of significance.

## Additional files

Additional file 1:
**Next generation small RNA sequencing data.** This Excel file contains the microRNA reads and pairwise analysis results for the control and DHA treated MCF7 cells and exosomes. Additional file 2:
**CD63-GFP expression in breast cancer cells.** This file contains microscopic images confirming CD63-GFP expression in breast cancer cells. Additional file 3:
**Transfer of exosome microRNA from MCF7 exosomes to endothelial cells.** This file contains microRNA expression data confirming exosome microRNA transfer from MCF7 exosomes to endothelial cells.

# Supplementary material for: Exosome-mediated microRNA signaling from breast cancer cells is altered by the anti-angiogenesis agent docosahexaenoic acid (DHA)
**Source:** Mol Cancer. 2015 Jul 16;14:133. doi: 10.1186/s12943-015-0400-7
**Supplement:** Additional file 2: — CD63-GFP expression in breast cancer cells. This file contains microscopic images confirming CD63-GFP expression in breast cancer cells.

## Slide 1

Additional file 2
MCF7
CD63-GFP
MDA-MB-231
CD63-GFP
Additional file 2. Bright field (left) and fluorescent (right) confocal microscopic images of CD63-GFP expressing MCF7 (upper) and MDA-MB-231 (lower) cells (blue=nucleus, green=CD63-GFP).

# Supplementary material for: Exosome-mediated microRNA signaling from breast cancer cells is altered by the anti-angiogenesis agent docosahexaenoic acid (DHA)
**Source:** Mol Cancer. 2015 Jul 16;14:133. doi: 10.1186/s12943-015-0400-7
**Supplement:** Additional file 3: — Transfer of exosome microRNA from MCF7 exosomes to endothelial cells. This file contains microRNA expression data confirming exosome microRNA transfer from MCF7 exosomes to endothelial cells.

## Slide 1

Additional file 3
Additional file 3. MCF7 cells were cultured in a 10 cm dish and treated with or without 100 µM DHA for 24 h. The isolated exosomes were applied to EA.hy926 (1x106) cells for 24 h. RNA was extracted from the EA.hy926 cells and let-7a, miR-23b, miR-320b, and RNU6B (endogenous control) expression was measured by qRT-PCR. The fold change in expression levels was calculated in Excel using the Delta-Delta CT Method. Data in bar graphs represent mean + SEM (n=6).

How the deposited data were processed for this re-analysis (not part of the article)

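Small RNA libraries of MCF7 cells and their exosomes, 1 per condition, were sequenced by the authors, who mapped the reads to the human genome (hg 18) and intersected them with the mature microRNAs of miRBase in GeneSifter. The deposited count of each microRNA is a whole number of reads without normalization, although its header calls the values normalized reads: the counts equal the reads of Additional file 1 of the paper for every entry. The names in the deposited count table were not used, because only 3 of them match Additional file 1. Names were taken from Additional file 1 by identifier, which named 865 entries. Of the 17 others, 7 were named by equal reads in the authors' pairwise tables, and 11 had at least 1 read.

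In the deposited pairwise tables of the authors, each normalized signal is the reads multiplied by 1 constant per library, normalized to the mapped reads, with 0.1 read in place of 0. The ratio in those tables was formed by the authors as the larger over the smaller normalized value, with the direction in a separate column. The p-values there come from a Likelihood Ratio Test of a pair of libraries by the authors, whose headers state 686 tests and a correction by the method of Benjamini and Hochberg. The deposited column of adjusted p-values is filled for part of the microRNAs and was not used.

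From there, the reads were compared by the exact conditional binomial test with the authors' constants as exposure. MicroRNAs with at least 10 reads in both libraries were tested between cells, and those with at least 1 read in both in the other comparisons. The alternatives were RPM, the share of all microRNA reads, the median of ratios, a Likelihood Ratio Test, unadjusted p and other read minima. Further ones were 0.1 read in place of 0, leaving out fragments of other small RNAs, and groups of related microRNAs counted once by their most read member. The last was an assumed coefficient of variation of 0.3 between replicate libraries. The groups were the let-7, miR-30, miR-181, miR-200 and miR-320 families and the arms of miR-486. They also took miR-27a with miR-27b, miR-10a with miR-10b, miR-23a with miR-23b, and miR-103a and miR-103b with miR-107. The DHA effects in exosomes and in cells were compared by a Wald test of the ratio of ratios, each effect centred on its median, over microRNAs with at least 10 reads in all 4 libraries.

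The tests, the alternatives and 16 lists of microRNAs were set before the deposited files were opened, but not before the data were examined: Table 1 and Additional file 1 of the paper, which holds the same reads, had been viewed. The read totals and the numbers of microRNAs with at least 1 and at least 10 reads in each library were known by then. The lists are the let-7, miR-200, miR-30, miR-320 and miR-181 families, the miR-183 cluster, the miR-23, miR-27 and miR-24 clusters, the miR-17-92 cluster and its paralogs, the group of miR-99, miR-100, miR-125 and miR-10, pro-angiogenic microRNAs, anti-angiogenic microRNAs, those the paper names as anti-angiogenic, and microRNAs of blood cells and serum, of stroma, of muscle and brain, and fragments of other small RNAs. A further list that had been set, of passenger strands, was not formed, and the arms were compared within each hairpin in its place. The percentile of a list's median among 10000 random lists of equal size and similar read level is a description of these libraries. The microRNAs named are those the paper's text or Table 1 names, the 10 highest and the 10 lowest ratios of each comparison among microRNAs with at least 10 reads in both libraries whose interval excludes 1, and the members of the lists. MicroRNAs found in 1 library of a pair alone and miR-21-5p in cells as the other arm of miR-21-3p were named after their values were seen.

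The steps were first run on simulated libraries with counting noise only. Each simulated pair split the summed reads of the real pair according to the authors' normalization, so single libraries did not have their real depths. Between exosomes and cells, 318 and 301 microRNAs were tested in the simulated control and DHA pairs, against 199 and 208 in the real ones. The rates below describe these simulated depths. Among cells the test called 61.1% of microRNAs changed by 1.5-fold, 86.1% of those changed by 2-fold and 100% of those changed by 4-fold, and 2.88% of the unchanged ones. Among exosomes it called 12.5%, 16.7% and 68.0%, and 0% of the unchanged ones. Between exosomes and cells it called 28.6%, 38.9% and 81.8% for control libraries and 15.4%, 52.4% and 42.9% for DHA libraries, and 0.389% and 0.395% of the unchanged ones. The intervals held the true value for 95.4% to 98.2% of microRNAs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and GENCODE 29 were used.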

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

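Of the tests reported here, the comparison of ratios between exosomes and cells was planned, and the tests of technical explanations were chosen after the results were seen.

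The DHA effect differed between exosomes and cells for 26 of 78 microRNAs, by a Wald test of the ratio of ratios after each effect was centred on its median, 10 of them higher in exosomes and 16 lower. The ratio of ratios was 1.55 for miR-21-5p, 1.74 for miR-21-3p, 1.25 for miR-27b-3p, 1.22 for let-7a-5p and 1.24 for miR-27a-3p. It was 0.390 for miR-125a-5p, 0.750 for miR-99b-5p, 0.461 for miR-484, 0.424 for miR-423-3p and 0.757 for miR-92a-3p. Higher and lower are relative to these medians: without centring, 63 of the 78 differed and all 63 were higher in exosomes. With an assumed coefficient of variation of 0.3, 0 of the 78 differed.

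In cells, microRNAs outside the authors' table were higher with DHA: let-7d-3p with a ratio of 1.82, miR-340-3p with 1.70 and an entry without a name in Additional file 1 with 1.84. Others outside that table were lower: miR-1274a with 0.454, miR-1274b with 0.487, miR-21-3p with 0.495, miR-27a-5p with 0.517 and miR-22-5p with 0.612. In exosomes, miR-23a-5p with a ratio of 6.44 and miR-106b-3p with 4.66 are outside the authors' table, and miR-21-3p with 2.30 and miR-1826 with 4.24 meet the rule of Table 1 without being in it. Between DHA exosomes and DHA cells, a comparison the paper's text does not report on, the ratio was 4.41 for miR-1826, 6.04 for miR-486-5p, 6.33 for miR-486-3p, 83.4 for miR-127-3p, on 1 and 10 reads with an interval of 11.9 to 3619, and 696 for miR-1246. By RPM 4 microRNAs were higher by 2-fold in this comparison in place of 6, and miR-1826 had a ratio of 1.88. The arms of miR-486 may be 1 measurement, and with them counted once 5 were higher by the authors' normalization. miR-142-5p passed the test as well, but its 2 and 3 reads lie at or under the floor of 3 reads, so no fold is given.

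Nearly all microRNAs were higher in DHA exosomes than in control exosomes by the authors' normalization and by RPM; the share of microRNA reads (median ratio 0.992) and the median of ratios (1.02) remove a shift common to all microRNAs by construction, so their values near 1 say nothing for or against it. The particular constants of the authors account for only part of the shift, since the median ratio went from 2.82 to 2.23 with RPM. RPM also scales to library totals, so scaling to totals as such was not tested by it. More fragments of other small RNAs in the control exosome library may have lowered its microRNA values, but the fragment entries had a median ratio of 1.28 over only 4 entries, between the bounds set for and against it. That median lay at percentile 0.74 of random lists. The fragment entries held 7.35% of the microRNA reads of control exosomes and 5.53% of those of DHA exosomes. Against the library totals they were 955 of 1015783 reads in control exosomes and 1045 of 657461 in DHA exosomes. These entries alone were thus too few to have lowered the RPM values of the control library. Fragments of other small RNAs outside these entries were not measured, so this does not decide. The microRNA share of reads was 2.25-fold higher in DHA exosomes, and whether DHA or the preparation of 1 library changed it cannot be told apart. An effect of DHA on the microRNA content of exosomes is among the open explanations and cannot be tested with 1 library each; the paper states that real-time PCR with a spike-in found 5 of these microRNAs increased in exosomes of DHA-treated breast cancer cells, apart from let-7a and miR-21 in MDA-MB-231, and decreased in those of MCF10A (Fig. 2), which is not part of the deposited data.

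MicroRNAs of blood cells and serum stood high in exosomes relative to cells, with the list's median at percentile 99.935 of random lists in the control libraries. This may reflect microRNAs of blood or serum in the exosome preparations, although the paper states that the serum of the medium was depleted of exosomes by ultracentrifugation and filtration. The value rests on the arms of miR-486 alone, which come from 1 hairpin and had the same reads, so it does not decide. Other abundant microRNAs of that list, miR-223-3p, miR-144-3p, miR-142-3p and miR-122-5p, had 0 reads in every library, while miR-451a had 0 reads in both cell libraries and 3 and 5 in exosomes, miR-150-5p had 1 read in DHA exosomes alone, and miR-142-5p had 2 reads in DHA cells and 3 in DHA exosomes. Export of these microRNAs by MCF7 cells stays open and was not tested.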

How the results depend on the processing

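The alternatives below were planned, and the count restricted to entries named in Additional file 1 was chosen after the data were seen; it gave 387, 412, 196 and 209 detected microRNAs. The exosome libraries held 12988 and 18897 microRNA reads, which limits the detection of microRNAs with few reads. At a minimum of 10 reads, 260, 264, 84 and 98 microRNAs were detected in control cells, DHA cells, control exosomes and DHA exosomes, and at 5 reads 111 and 121 in the exosomes, since a higher minimum counts fewer entries. The difference between DHA and control cells was -5 at 5 reads and 4 at 10 reads, and that between exosomes was -7.29 at equal microRNA reads. An assumed coefficient of variation of 0.3 widens every interval. With it, 0 microRNAs passed in cells, 17 in exosomes, 7 under the rule of Table 1 and 0 in the ratio of ratios. Then 1 was higher in control exosomes than in control cells. In the ratio of ratios without centring and without that assumed variation, 63 passed, all higher in exosomes. By share of all microRNA reads, the counts were 6 in exosomes, 0 under the rule of Table 1, 60 higher in control exosomes than in cells and 56 higher in DHA exosomes than in cells. By the median of ratios they were 5, 0, 30 and 23. By RPM, 1 was higher in control exosomes than in cells, and 1 at 10 reads, in each case miR-1246. At 20 reads 0 were higher, since that minimum leaves out miR-1246 with 18 reads in control cells. Without fragments 1 was higher, miR-127-3p, since miR-1246 is itself listed among the fragments. At 20 reads, 47 passed in exosomes and 3 were higher in DHA exosomes than in DHA cells. With groups of related microRNAs, such as the let-7 family, counted once, 24 passed in cells, 57 in exosomes and 17 under the rule of Table 1. Without fragments, 25 passed in cells, 19 higher and 6 lower. The median ratio of exosomes was 2.23 by RPM, 0.992 by share and 1.02 by the median of ratios, and that of cells was 0.983 and 0.980 by the last 2. Of 78 microRNAs with at least 10 reads in both exosome libraries, all 78 had a DHA ratio above 1 by the authors' normalization and 39 by share. Share and the median of ratios move every log2 ratio of exosomes alike, by -1.51 and -1.47, so a turn under them tells nothing of a microRNA singly. Among 44 of the text or Table 1 examined singly it turned below 1 by share, and then by the median of ratios, for 17: miR-484 (0.552, 0.565), miR-143-3p (0.687, 0.705), miR-486-5p (0.902, 0.925), miR-486-3p (0.945, 0.969), miR-423-3p (0.619, 0.634), miR-181a-5p (0.955, 0.979), miR-191-5p (0.823, 0.844), miR-151a-5p (0.805, 0.825), miR-1246 (0.702, 0.720), miR-21-3p (0.808, 0.828), miR-99b-5p (0.627, 0.643), miR-92a-3p (0.596, 0.611), miR-125a-5p (0.551, 0.564), miR-941 (0.518, 0.531), miR-100-5p (0.454, 0.466), miR-99a-5p (0.494, 0.507) and miR-92b-3p (0.387, 0.396), the last also by RPM (0.869). Among 12 examined in this way between control exosomes and cells, RPM turned miR-486-5p (0.825), miR-486-3p (0.825) and miR-1826 (0.697), share turned miR-320b (7.49) and miR-99b-5p (3.32), and the median of ratios turned both (4.01, 1.78). Beyond the scaling, minimum or spread named, the cause was not tested. The Likelihood Ratio Test kept the direction and the call of 95 results and added a call for 2, and the unadjusted p kept 94 and added 3. Of 33 examined in this way in cells, 30 kept both by RPM, by share and by the median of ratios; under each, miR-378a-3p lost its call and both arms of miR-486 gained one.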

Differences from the paper's values

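The values below come from the planned analysis, and the restriction to entries with a name in Additional file 1 was chosen after the values were seen.

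The paper states in its text that 91 mature microRNAs were detected in DHA exosomes with at least 1 read, where 216 entries had at least 1 read here. Among the alternatives set before the deposited files were opened, a minimum of 5 reads (121) and of 10 reads (98, a number already known from Additional file 1) came within 1.5 times the paper's value. Thinning to equal microRNA reads (196.71) and counting shared positions once (215) did not. The paper also states 209 for the same library, and entries named in Additional file 1, an alternative chosen after seeing the values, give 209.

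The paper states 83 microRNAs changed by 2-fold or more in exosomes, and 83 were called here. The equal numbers are not the same set, since 71 of the 83 called here are in the authors' deposited table. That table lists 84, of which 76 reach a ratio of 2 and 83 a ratio of 1.5. For the rule of Table 1 the paper lists 22 and 23 met it here: miR-1246 misses 2-fold at 1.9992, and miR-1826 and miR-21-3p meet the rule and are not in Table 1. The folds of all 22 microRNAs of Table 1 lay within 1.5 times the paper's values by the authors' normalization and by RPM. None did by share or by the median of ratios. The method sets this outcome, because the constants were recovered from the authors' own values of the same reads. Each other scaling multiplies every ratio by the same factor, so these counts are no check of single microRNAs.

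The paper states that miR-1246, miR-451 and miR-127-3p are preferentially in exosomes. Here miR-1246 and miR-127-3p were called, and miR-451a, with 0 and 3 reads, was not among the microRNAs tested. With 0.1 read in place of 0, an alternative set before the deposited files were opened and taken from Additional file 1, miR-451a is called as well and 3 pass. The paper's fold for miR-451 is 135. The exact interval here starts at 1.87, and with 0.1 read in place of 0, as in Additional file 1, the ratio is 135.

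In the authors' deposited tables, the column of adjusted p-values is filled for 8, 18, 73 and 61 microRNAs in the comparisons of cells, exosomes, control exosomes with cells, and DHA exosomes with cells. It lies below the p-value of the same microRNA, which an adjusted p cannot do, for 1, 2, 21 and 11 of them.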

Other observations

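Of the tests of explanations here, those of the number of reads behind detection and of the less read arms were set before their values were computed but with the reads already at hand, and that of miR-27a and miR-27b was chosen after its values were seen.

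In DHA cells, all 3 measured members of the miR-181 family rose, also adjusted over the list alone, and 2 by share. In the miR-183 cluster 2 of 3 rose and 0 fell, 3 adjusted over the list alone, but by share 2 rose and 1 fell. In the miR-320 family 2 of 4 rose, miR-320c with a ratio of 1.80, also by share and adjusted over the list alone. In the miR-17-92 cluster and its paralogs 0 of 10 rose and 2 fell under either scaling and adjusted over the list alone. Of the 7 members of the group of miR-99, miR-100, miR-125 and miR-10, 2 rose and 2 fell, also adjusted over the list alone, and by share 2 rose and 3 fell.

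Of 5 measured pro-angiogenic microRNAs in cells, 2 rose, miR-126-3p with a ratio of 1.42 and miR-378a-3p, also adjusted over the list alone, and 1 by share. Of 7 measured anti-angiogenic microRNAs 1 fell and 0 rose, also adjusted over the list alone, and by share 2 fell. Of the 4 the paper names as anti-angiogenic, which were chosen on these libraries and are not independent evidence, 1 rose and 2 fell, also by share and adjusted over the list alone. Of muscle and brain microRNAs only miR-9-5p was measured, with a ratio of 0.745 (0.644 to 0.862). Of 3 measured stromal microRNAs 0 changed, also adjusted over the list alone. Both arms of miR-486 had a ratio of 0.675 (0.477 to 0.948), with 0 called over all microRNAs tested and both adjusted over the list alone, and by share both fell (ratio 0.639, adjusted p = 0.0227 from the exact conditional binomial test).

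The larger number of microRNAs detected in DHA exosomes may come from the larger number of microRNA reads in that library. Thinned to the reads of the control exosome library, it held 196.71 microRNAs against 204. Total reads were not matched, and the DHA exosome library had fewer of them.

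Among the 2 arms of the miR-21 hairpin in cells, miR-21-3p went from 4.55% to 2.47% of the reads. A lower level of all less read arms with DHA would be a possible explanation. Over 53 hairpins with both arms measured, the median log2 ratio of the less read arm minus that of the more read arm was -0.0185, against -0.91 for miR-21, which argues against it.

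The reads of miR-27a-3p and miR-27b-3p differed by at most 2.30% in each library, as they would if reads of either were counted at both, so these may be 1 measurement and not 2. Similar pairs were not all alike. The largest difference was 9.18% for miR-10a-5p and miR-10b-5p, 12.9% for miR-103a-3p and miR-107, and 64.3% for miR-23a-3p and miR-23b-3p.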
